A study of Mus musculus with 16 samples. Its data were reported in "An immunobiliary single-cell atlas resolves crosstalk between type 2 conventional dendritic cells and γδ T cells in cholangitis" (2026).

How the data were processed

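The data came from mouse liver and liver-draining lymph nodes (LN) of the 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) model, in which chow with 0.1% DDC causes cholestasis. γδ T cells had been sorted as CD3e+ TCRβ- TCRγδ+ cells, and the cells of different conditions had been marked with antibody hashtags and pooled. The 16 samples of the series formed 8 sequenced units, each with an RNA library and an antibody tag library: 5 pools of γδ T cells and 3 LN libraries with surface protein measurement (CITE-seq). D0, D5, D9 and D19 name the day of diet, STOP names 18 days of diet followed by 7 days of normal chow, and D5-DT names 5 days of diet in Mgl2-DTR mice given diphtheria toxin on days -1 and 2, which removes cells expressing Mgl2 (CD301b). 1 CITE-seq library was called D5 in its title and D6 in its description, and it is called D5 here. The LN pool called D19 carried 18 and 19 in its description.

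The authors had aligned the reads with Cell Ranger. The deposited matrices held raw UMI counts per barcode, with no filter for cells, for 32285 genes and for the tags of each unit. The tags were 3 hashtags in the liver D0, D5 and D9 pool, 2 in each other pool, and 11 surface antibodies in each CITE-seq library. The genome build was not stated, so no coordinates are given. The condition of a hashtag was taken from its name in the deposited feature table.

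A barcode was called a cell at 1000 or more RNA UMIs, 500 or more genes and at most 10% mitochondrial UMIs. Hashtags were assigned with HTODemux in Seurat 5.3.0 under R 4.3.3 at a positive quantile of 0.99, and multiplets and negative cells were left out. At its default settings HTODemux called 72.9% of the cells of the liver D19 and STOP pool and 79.8% of the cells of the LN D0 and D5 pool negative. Of the cells of these pools with 1 tag at 10 or more UMIs and at least 3 times the next tag, 76.7% and 82.8% were among the negatives. Centred log ratios within each cell and k-means were therefore used for every pool, a choice made from the hashtag counts alone after the data had been seen. Negative cells were then 0.00% and 0.11% of these pools. Scrublet scores were computed in scanpy 1.11.5, and the highest-scoring cells were left out at 0.8% per 1000 cells of the lane. The cells left out this way were called hashtag multiplets more often than the others in each of the 5 pools, for example 76.9% against 8.93% in the liver D0, D5 and D9 pool.

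Cells of the 5 γδ T cell pools (29384 cells) and of the 3 CITE-seq libraries (18524 cells) were clustered separately with scanpy and leidenalg 0.10.2 on 2000 variable genes, 30 principal components, 15 neighbours and a resolution of 1.0. Il17a and Il17f were left out of the clustering of the pools, because they were outcomes. The 23 and 26 clusters were named from marker lists fixed before the data were examined. A cluster took the class with the highest mean log2 difference of its markers, with 10 CPM added, against all other cells. A mean of at least 0.5 was needed, along with at least 3 markers raised by 0.5 or more. A cluster whose 10 leading genes held more markers of another class than of its own stayed unnamed. These thresholds were set after the clusters had been seen, and names end in "-like" for that reason. γδ T17-like clusters were divided into Scart1-like (Cd163l1, Trdv4, Tcrg-V6) and Scart2-like (5830411N06Rik, Tcrg-V4, Trdv5, Ccr6). Clusters named as B cells, mature dendritic cells, monocytes or macrophages, neutrophils, stromal cells, endothelial cells or hepatocytes were not counted as γδ T cells. Clusters that resembled NK cells and unnamed clusters were counted as γδ T cells because the cells had been sorted for the γδ receptor. Receptor RNA was not examined by cluster, and no alternative left these clusters out.

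Each condition of a tissue was measured in 1 hashtag arm or 1 library, and the number of mice behind an arm was not stated, so no test between conditions was made and no p-value is given. Shares carry exact Clopper-Pearson 95% intervals, sums of UMIs carry exact Poisson 95% intervals, and ratios of sums carry exact conditional intervals. An interval of a difference between shares was combined from those of its parts. All intervals and floors cover counting error only, with a floor of 3 counts where a count was 0. Intervals of UMI sums and their ratios treat UMIs as independent and leave out variation between cells. Levels of a gene are UMIs summed over the cells of a class in an arm or library and scaled to CPM over all their UMIs. Changes of genes and lists in γδ T17-like cells cover Scart1-like and Scart2-like cells together. A changed mix of these was tested for Il17a alone. The share of cells with an Il17a UMI was taken after thinning each cell to 1000 UMIs.

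Genes were named by a rule fixed before the data were examined. It took the genes the study wrote about and, for each contrast within γδ T17-like cells, the 5 largest rises and 5 largest falls of log2 CPM with 10 added. Genes with at least 50 UMIs in 1 arm qualified, apart from mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, T cell receptor, sex-linked and marker genes. Some genes that the rule chose are not reported here. The 5 gene lists, for T17 effector function (12 genes), circulation (8), residency (8), T cell receptor (TCR) response (8) and dissociation (8), were described by the percentile of their median among 10000 random lists matched on mean expression, as a description of these libraries. Il17a belongs to the T17 effector list, and no list member was picked from these libraries. On simulated counts with 200 of the genes changed 4-fold, the 100 largest changes were changed genes in 100% of cases for liver D5 against D0 (7657 genes) and in 65.0% for LN D5 against D0 (5855 genes). Lists of unchanged genes fell outside the percentiles 2.5 to 97.5 in 6.50% and 5.00% of draws in these comparisons. The simulated counts were Poisson draws for each gene from the arm totals. They held no variation between cells and no genes that move together, so these rates may be too favourable for the data.

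In the CITE-seq libraries a cell was called positive for an antibody when the antibody's share of its antibody UMIs was above the 99th percentile of the B-like cells of the same library. Conventional dendritic cells (DC) were the cDC1-like, cDC2-like and mature DC-like clusters. Within them, cDC1 were XCR1+ and cDC2 were CD11b+ or CD301b+ and XCR1-.

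Alternatives fixed before the data were examined were a minimum of 500 UMIs and 250 genes, a minimum of 1500 UMIs, at most 5% mitochondrial UMIs, hashtags assigned by the top tag at 10 or more UMIs and 3 times the next, no doublet score filter, a Leiden resolution of 0.5, gates per cell on marker UMIs, subtraction of free RNA, and an antibody gate at the 95th percentile. The free RNA profile came from barcodes with 1 to 50 UMIs. Alternatives added after the data had been seen were HTODemux at its defaults, an unnamed low-depth cluster counted as γδ T17, free RNA subtracted at the share that Il17a in naive γδ T-like cells allowed, an antibody gate on UMI counts, the CD301b threshold of the D0 library for each library, and plasmacytoid DC counted as DC. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The human, spatial and chromatin data of the study were not used here.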

Results

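Single-cell RNA libraries of sorted γδ T cells and CITE-seq libraries of the liver-draining LN were read as counts of UMIs. The γδ T cell pools held 11 hashtag arms, 6 from liver and 5 from LN. Liver D0, D5 and D9 shared a pool, as did liver D19 and STOP, LN D0 and D5, and LN D19 and STOP. The liver and LN arms of D5-DT shared a pool of their own, so each comparison of D5-DT with D5 was also a comparison between pools. RNA totals of the pools ranged from 13074668 UMIs in LN D19 and STOP to 71447265 UMIs in LN D0 and D5. The CITE-seq libraries held 45317389 UMIs at D0, 47653941 at D5 and 32013882 at D19. There were no replicates, and the intervals below are 95% intervals for counting error only.

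The time course asked how γδ T cells that make IL-17 (γδ T17 cells) changed in the liver during early cholestasis. γδ T17-like cells made up 28.6% of liver γδ T cells at D0 (172 of 601 cells, interval 25.0 to 32.4%). Their share was 36.8% at D5 (1311 of 3560 cells, interval 35.2 to 38.4%) and 83.1% at D9 (2065 of 2485 cells, interval 81.6 to 84.6%). Gates per cell moved the difference between D5 and D0 most, from 8.21 to 3.95 percentage points, and the interval then included 0. At D19 the share was 79.2% (4819 of 6088 cells, interval 78.1 to 80.2%). Clusters that resembled NK cells held 138 of the γδ T cells at D0, 1118 at D5, 75 at D9 and 511 at D19. The shares therefore depend on counting these clusters as γδ T cells.

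In these cells Il17a, which encodes IL-17A, was counted at 778 CPM at D0 (interval 718 to 841), 1284 at D5 (interval 1257 to 1312) and 2605 at D9 (interval 2574 to 2636). The log2 ratio was 0.72 for D5 against D0 (interval 0.61 to 0.84) and 1.02 for D9 against D5 (interval 0.99 to 1.06). Subtraction of free RNA moved the first ratio most, to 1.04. After each cell was thinned to 1000 UMIs, 19.2% of γδ T17-like cells had an Il17a UMI at D0, 35.7% at D5 and 49.9% at D9. The shares in naive γδ T-like cells, which should lack the gene, were 0.00%, 1.68% and 1.16%. Median depths before thinning were 4505.5, 4699 and 4971 UMIs in γδ T17-like cells and 5589, 4777 and 5247 UMIs in naive γδ T-like cells.

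**Figure D1:**
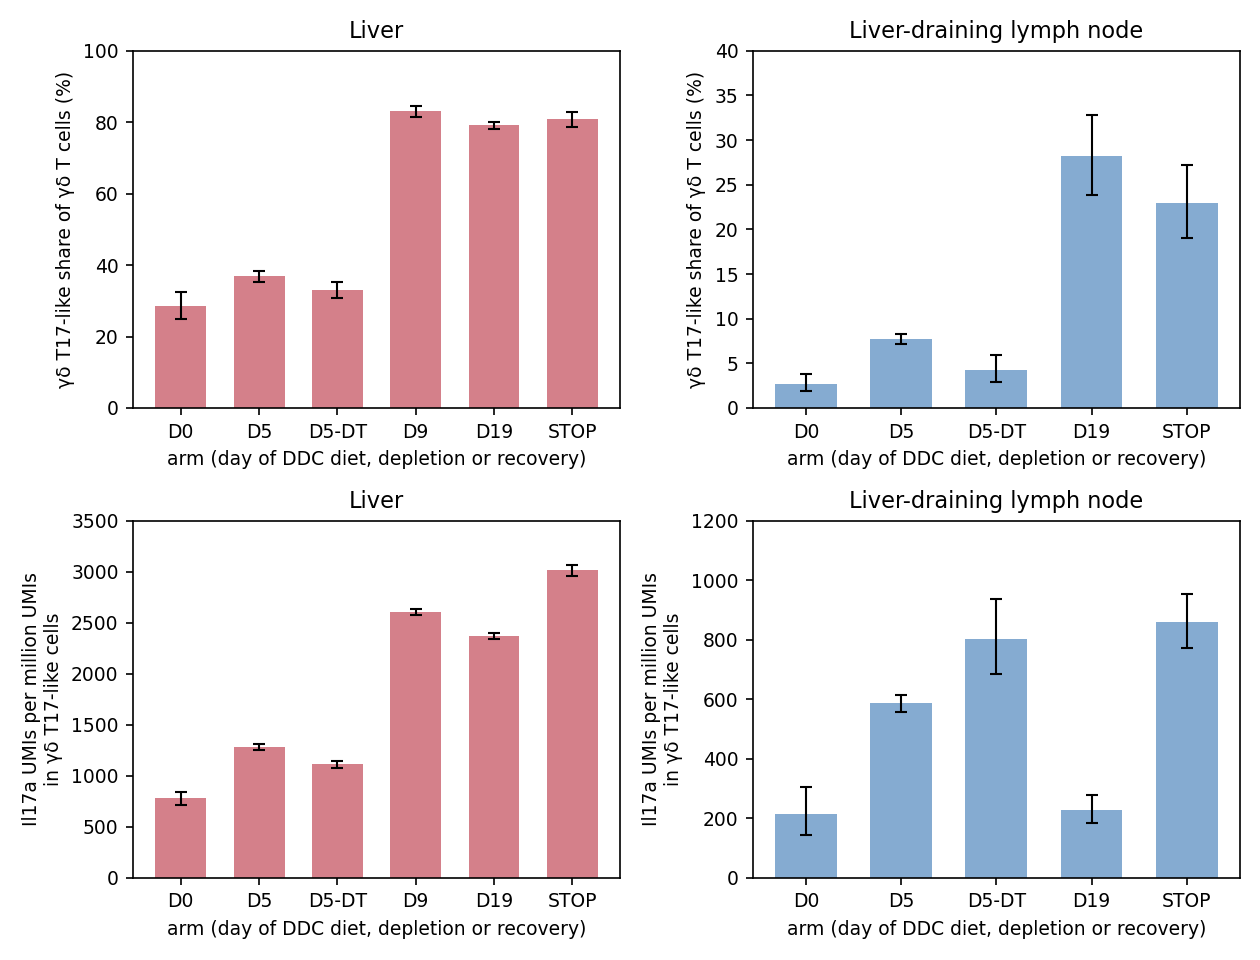
Share of γδ T17-like cells among γδ T cells in percent (upper panels) and Il17a CPM in γδ T17-like cells (lower panels) for each arm of liver and LN, with bars at the measured value and lines for exact 95% counting intervals. The liver share was 36.8% at D5 and 83.1% at D9.

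γδ T17 cells fall into populations marked by Scart1 and Scart2. The Scart1-like share of liver γδ T17-like cells was 73.3% at D0, 76.1% at D5 (998 of 1311 cells, interval 73.7 to 78.4%) and 72.5% at D9 (1497 of 2065 cells, interval 70.5 to 74.4%). The difference of -3.63 percentage points between D9 and D5 changed sign under each of the 8 alternatives run for it, which gave 2.93 to 12.4 points. Across the 7 other clusterings the share was 56.6 to 63.2% at D5 and 68.8 to 70.9% at D9, so the D5 value given here was the highest of the 8 clusterings. For D5 against D0 the log2 ratio of Il17a was 0.39 in Scart1-like cells (interval 0.27 to 0.51) and 4.58 in Scart2-like cells (9 UMIs at D0, interval 3.65 to 5.71), which went from 44.4 to 1058 CPM. At D5 the log2 ratio of Il17a in Scart1-like against Scart2-like cells was 0.34 (interval 0.26 to 0.43). It lay outside that interval in 8 of 10 alternatives, which ranged from 0.18 without the doublet score filter to 0.70 with a minimum of 500 UMIs, and was 0.61 at a resolution of 0.5.

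**Figure D2:**
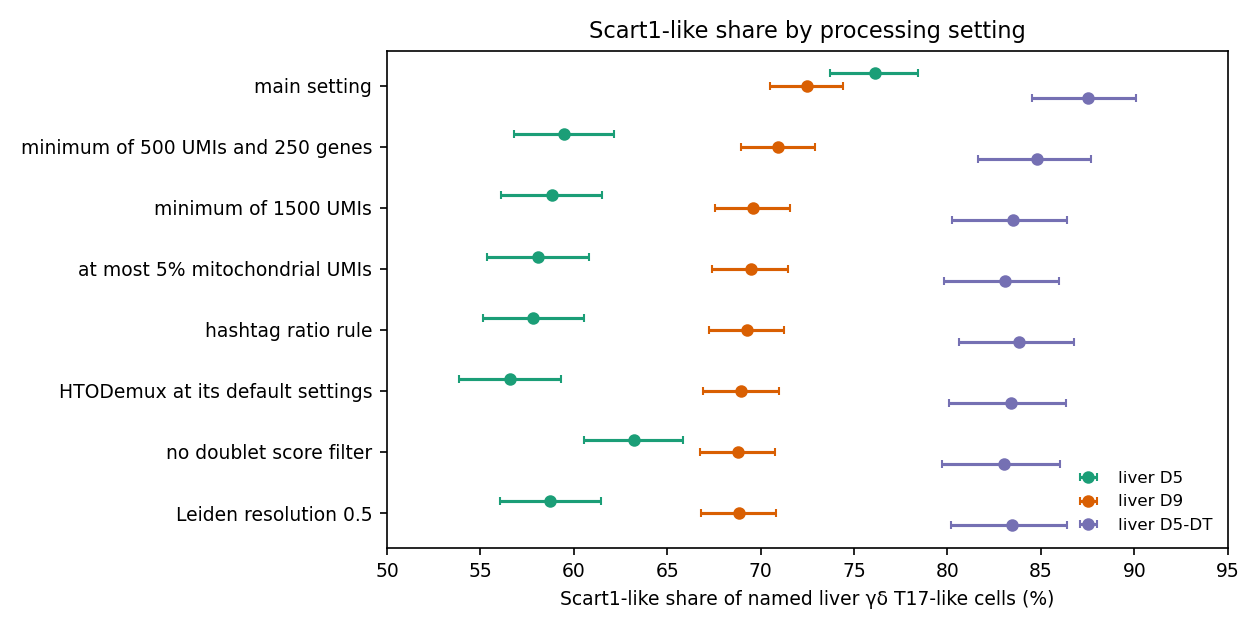
Scart1-like share of liver γδ T17-like cells in percent (horizontal axis) at D5, D9 and D5-DT for each processing setting (vertical axis), with points at the measured share and lines for exact 95% counting intervals. The D5 share was 76.1% in the first setting and 56.6 to 63.2% in the other clusterings.

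Among genes the study wrote about, Il17f and Klf2 were higher at D5 than at D0 in liver γδ T17-like cells, with log2 changes of 0.76 and 0.58. Log2 changes were -1.23 for Tnf, -1.02 for Cxcr3, -0.78 for Nr4a1, -0.45 for Cd69 and -0.36 for Il18r1. The intervals of the arms overlapped for Icos, Cd44, Cd5, Ccr2, Cxcr6, S1pr1, Ccr7 and Ltb4r1. The largest rise was in Pmepa1, from 3.75 CPM (interval 0.773 to 10.96) to 42.6 (interval 37.7 to 47.9). The next rises were in Itgae, Ggt1, Rom1 and 1500009L16Rik, with log2 changes of 1.88, 1.44, 1.43 and 1.34. The largest fall was in Gbp6, from 78.8 CPM (interval 60.5 to 101) to 13.98 (interval 11.3 to 17.2). Log2 changes of the next falls were -1.77 for Auts2, -1.76 for Tnfsf11, -1.68 for Ier5l and -1.57 for Igtp.

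From D5 to D9 Icos, Ltb4r1, Il17f, Ccr2, Cxcr6 and Tnf were higher, with log2 changes of 0.51, 0.44, 0.44, 0.43, 0.39 and 0.37. Il18r1 and Cd69 were also higher, by 0.27 and 0.14. Log2 changes were -0.58 for Klf2, -0.53 for Cd5, -0.37 for Nr4a1, -0.22 for S1pr1 and -0.16 for Cd44. The intervals overlapped for Cxcr3 and Ccr7. The largest rise was in Il22, from 6.45 CPM (interval 4.65 to 8.72) to 37.9 (interval 34.3 to 41.8). Gngt2, Pram1, Krt83 and Tmem273 rose by 1.27, 1.21, 1.19 and 1.16 on the log2 scale. The largest fall was in Itga4, from 74.5 CPM (interval 68.0 to 81.5) to 18.99 (interval 16.5 to 21.8). Efcab8 was counted 100 times at D5 and 0 times at D9, at least 54.2-fold lower with 3 counts over the arm as the floor. Log2 changes were -1.30 for Lgals3, -1.28 for Ccr10 and -1.22 for Mgst2.

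Gene lists were compared with matched random lists as a description of these libraries. From D0 to D5 in liver γδ T17-like cells the circulation list had a median log2 change of 0.44 (percentile 99.98), the TCR response list one of -0.56 (percentile 0.00) and the dissociation list one of -0.46 (percentile 0.01). The T17 effector and residency lists lay at percentiles 79.7 and 32.0, with medians of 0.08 and -0.02. From D5 to D9 the circulation list had a median of -0.28 (percentile 0.03), the residency list 0.19 (percentile 99.7) and the TCR response list -0.47 (percentile 0.00). The T17 effector and dissociation lists had medians of 0.06 and -0.06, at percentiles 80.4 and 13.6.

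**Figure D3:**
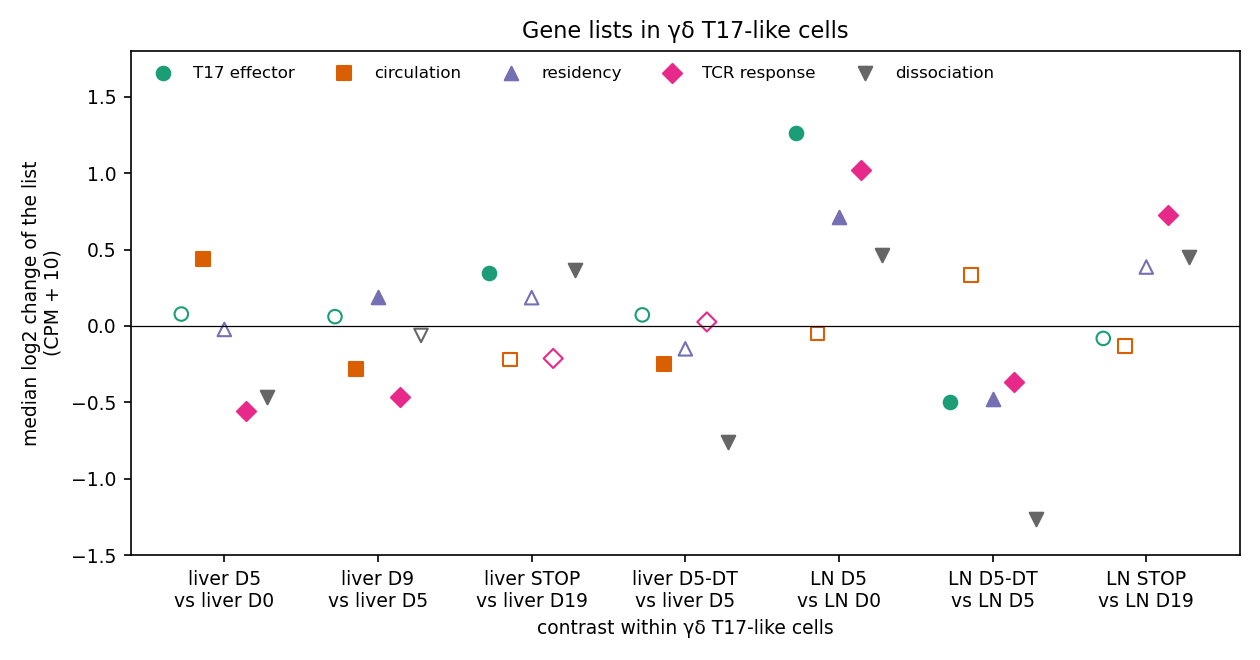
Median log2 change of 5 gene lists in γδ T17-like cells (vertical axis) for each of the 7 contrasts (horizontal axis), with filled symbols where the median lay outside the central 95% of matched random lists. The dissociation list was at -0.76 in liver and -1.26 in LN for D5-DT against D5.

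The recovery arm asked what remained after the diet was withdrawn. γδ T17-like cells were 80.8% of liver γδ T cells in STOP (1215 of 1504 cells, interval 78.7 to 82.7%), 1.63 percentage points above D19, and the interval of the difference (-0.689 to 3.85) included 0. Under 6 of the 9 alternatives the interval excluded 0, with differences of 3.26 points at a minimum of 1500 UMIs, 3.23 at 5% mitochondrial UMIs, 3.82 with the hashtag ratio rule, 4.04 with the low-depth cluster counted, 12.1 with gates per cell and 31.7 with HTODemux at its defaults. Il17a was counted at 3014 CPM in STOP (interval 2961 to 3067) and 2371 at D19 (interval 2345 to 2398), a log2 ratio of 0.35. After thinning, 60.7% of γδ T17-like cells in STOP and 47.9% at D19 had an Il17a UMI, against 4.08% and 3.57% of naive γδ T-like cells. Median depths were 3273 and 2624 UMIs in γδ T17-like cells and 3178 and 3058 UMIs in naive γδ T-like cells. The Scart1-like share was 84.4% in STOP and 74.6% at D19. Clusters that resembled NK cells held 66 of 1504 γδ T cells in STOP and 511 of 6088 at D19. The difference in the γδ T17-like share was not computed without them.

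In STOP Ltb4r1, Cd69, Nr4a1, Cd5, Cxcr6 and Cd44 were higher than at D19, with log2 changes of 0.83, 0.62, 0.59, 0.59, 0.53 and 0.50. Tnf and Ccr2 were higher by 0.30 and 0.15. Log2 changes were -0.88 for S1pr1, -0.60 for Il18r1 and -0.33 for Il17f, and the intervals overlapped for Icos, Cxcr3, Klf2 and Ccr7. The largest rise was in the heat shock gene Hsph1, from 15.6 CPM (interval 13.5 to 17.9) to 97.4 (interval 88.1 to 107). Hsp90b1, Hspa1a, Cd83 and Hspa1b rose by 1.97, 1.96, 1.93 and 1.89 on the log2 scale. The largest fall was in Zc3h6, from 78.9 CPM (interval 74.2 to 83.9) to 9.96 (interval 7.15 to 13.5). Log2 changes were -1.99 for Gm5914, -1.83 for Cirbp, -1.65 for Pik3ip1 and -1.60 for Bcl2. The T17 effector and dissociation lists had medians of 0.34 and 0.37, at percentiles 99.5 and 98.5. Medians of the circulation, residency and TCR response lists were -0.22, 0.19 and -0.21, at percentiles 6.48, 79.8 and 7.60. The Scart1-like share was 84.4% in STOP and 74.6% at D19, and a changed mix was not tested for these genes and lists.

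In the LN, γδ T17-like cells were 2.72% of γδ T cells at D0 (34 of 1249 cells, interval 1.89 to 3.78%), 7.67% at D5 (651 of 8486 cells, interval 7.11 to 8.26%), 28.2% at D19 (115 of 408 cells, interval 23.9 to 32.8%) and 22.9% in STOP (99 of 432 cells, interval 19.03 to 27.2%). With HTODemux at its defaults the difference between D5 and D0 changed from 4.95 to -2.0001 percentage points, and 3 γδ T17-like cells were left at D5. The difference of -5.27 points between STOP and D19 had an interval that included 0, but at 5% mitochondrial UMIs it was -10.5 points (interval -17.4 to -3.67). Clusters that resembled NK cells held 92 of 408 γδ T cells at LN D19 and 12 of 432 in LN STOP. Il17a was counted at 214 CPM at D0 (30 UMIs, interval 145 to 306), 586 at D5 (interval 559 to 615), 226 at D19 (interval 183 to 277) and 859 in STOP (interval 773 to 952). The log2 ratios were 1.45 for D5 against D0 and 1.92 for STOP against D19, and the first was -0.0096 with HTODemux at its defaults. For D5 against D0 the log2 ratio was 2.90 in Scart1-like cells (7 UMIs at D0, interval 1.85 to 4.22) and -0.0026 in Scart2-like cells (23 UMIs at D0, interval -0.61 to 0.67). For STOP against D19 it was 2.94 in Scart1-like cells (interval 2.47 to 3.44) and 0.81 in Scart2-like cells (interval 0.31 to 1.33).

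After thinning, 14.7%, 18.3%, 10.4% and 23.2% of LN γδ T17-like cells at D0, D5, D19 and in STOP had an Il17a UMI. The intervals were 4.95 to 31.1%, 15.4 to 21.5%, 5.51 to 17.5% and 15.3 to 32.8%. Those of D0 and D5 overlapped, as did those of D19 and STOP, so these shares do not resolve either rise. The shares in naive γδ T-like cells were 0.00%, 0.124%, 0.00% and 0.00%. Median depths were 3993, 4121, 3409 and 4227 UMIs in γδ T17-like cells and 4165.5, 4228, 3620 and 4689.5 UMIs in naive γδ T-like cells.

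Only 34 γδ T17-like cells stood behind LN D0. From D0 to D5 Nr4a1 and Cd69 rose by 1.11 and 0.96 on the log2 scale, and the intervals of the arms overlapped for the other study genes apart from Il17a. Lgals3, Lsg1, Zfp945 and Il22 had 0 UMIs at D0 and were at least 2.87-fold, 2.504-fold, 2.39-fold and 2.32-fold higher at D5. Egr1 rose from 28.6 CPM (4 UMIs, interval 7.78 to 73.1) to 218 (interval 201 to 236). Log2 changes of the largest falls were -1.504 for Mnt, -1.43 for Ier5l, -1.37 for Zscan26, -1.35 for Lztfl1 and -1.30 for Cysltr1. The T17 effector list had a median of 1.26, above that of each of the 10000 random lists, or 0.93 with its 2 genes at 0 set to the floor. Medians of the TCR response, residency and dissociation lists were 1.02, 0.71 and 0.46, the first and second above that of each random list and the third at percentile 99.9, and that of the circulation list was -0.05, at percentile 30.6.

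In LN STOP against D19, Nr4a1, Cxcr6 and Icos were higher by 0.77, 0.61 and 0.54 on the log2 scale, and the log2 change of Klf2 was -0.96. The intervals overlapped for the other study genes apart from Il17a. The largest rise was in Hk2, from 90.1 CPM (interval 63.4 to 124) to 397 (interval 339 to 461), and Sdf2l1, Cxcl10, Il17a and Egr1 rose by 1.97, 1.91, 1.88 and 1.86. The largest fall was in Cirbp, from 346 CPM (interval 291 to 407) to 79.8 (interval 55.3 to 112). Log2 changes were -1.82 for Gimap5, -1.75 for Klf9, -1.61 for Rbm3 and -1.49 for Txnip. In this contrast only 4 of the 12 T17 effector genes, 4 of the 8 circulation genes, 4 of the 8 dissociation genes and 6 of the 8 TCR response genes had enough UMIs to be used. Medians were 0.73 for the TCR response list (percentile 99.9), 0.45 for the dissociation list (percentile 97.7) and 0.39 for the residency list (percentile 97.4). The T17 effector and circulation lists had medians of -0.08 and -0.13, at percentiles 27.9 and 21.9.

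The depletion asked whether γδ T17 cells depended on CD301b+ DC. The targeted gene, Mgl2, had 0 UMIs in the mature DC-like cells of the LN arms of both D5 (112 cells) and D5-DT (38 cells), so the depletion could not be checked in these cells. Mgl2 was not examined in the other cell classes of these arms. γδ T17-like cells were 32.9% of liver γδ T cells in D5-DT (576 of 1751 cells, interval 30.7 to 35.2%), -3.93 percentage points against D5. The difference was 6.28 to 9.10 points under 4 alternatives, among them the count of an unnamed low-depth cluster as γδ T17. In the LN the share was 4.205% (32 of 761 cells, interval 2.89 to 5.88%), -3.47 points against D5, and 4 alternatives gave 1.72 to 2.199 points. The unnamed low-depth cluster held 14.1% of liver and 5.39% of LN γδ T cells in D5-DT, against 1.54% and 0.2003% at D5. Clusters that resembled NK cells held 386 of 1751 liver γδ T cells in D5-DT and 1118 of 3560 at D5. No alternative left them out.

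Scart1-like cells were 28.0% of liver γδ T cells at D5 and 28.8% in D5-DT (504 of 1751 cells), and Scart2-like cells were 8.79% at D5 (313 of 3560 cells) and 4.11% in D5-DT (72 of 1751 cells). At a resolution of 0.5 the Scart1-like share was 21.5% at D5 and 27.3% in D5-DT, and the Scart2-like share was 15.1% and 5.42%. With gates per cell, Scart2-like cells were 189 of 3560 at D5 and 108 of 1751 in D5-DT, so their share was not lower. The clustering used here left out the unnamed low-depth cluster, whose leading genes held the Scart2 gene. A selective loss of Scart2-like cells therefore cannot be read from these shares. The number of cells in D5-DT was lower than at D5 by 49.5% for Scart1-like and 77.0% for Scart2-like cells, or by 37.1% and 82.2% at a resolution of 0.5, a measure that also counts how many cells each pool held. The Scart1-like share of liver γδ T17-like cells was 87.5% in D5-DT (504 of 576 cells, interval 84.5 to 90.1%), 11.4 percentage points above D5. It stayed above D5 in each of the 8 alternatives, by 4.14 to 26.8 points. The interval at the lowest value, from gates per cell, included 0. None of the 8 counted the whole low-depth cluster, which held 14.1% of liver γδ T cells in D5-DT and 1.54% at D5. The direction of this difference with that cluster counted was therefore not tested.

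Il17a was counted at 1113 CPM in liver D5-DT (interval 1078 to 1149), a log2 ratio of -0.21 against D5 (interval -0.26 to -0.15). In LN D5-DT it was counted at 803 CPM (166 UMIs, interval 686 to 935), a log2 ratio of 0.45 against D5 (interval 0.21 to 0.68). After thinning, 35.2% of liver and 25.0% of LN γδ T17-like cells in D5-DT had an Il17a UMI, against 1.39% and 1.04% of naive γδ T-like cells. At D5, 35.7% of liver and 18.3% of LN γδ T17-like cells had one. Median depths were 5768.5 and 6138 UMIs in γδ T17-like cells and 4938.5 and 5077.5 UMIs in naive γδ T-like cells.

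In liver D5-DT, Ltb4r1, S1pr1, Icos, Ccr2 and Nr4a1 were higher than at D5 by 0.59, 0.50, 0.40, 0.37 and 0.34 on the log2 scale. Log2 changes were -0.53 for Klf2, -0.41 for Tnf and -0.40 for Cd5, and the intervals overlapped for Il17f, Cd44, Cd69, Cxcr6, Cxcr3, Ccr7 and Il18r1. The largest rise was in Ifi27l2a, from 16.1 CPM (interval 13.2 to 19.5) to 109 (interval 98.5 to 121), while free RNA of that pool held 328 CPM. Ccl6 had 0 UMIs at D5 and was at least 39.8-fold higher in D5-DT, where free RNA held 396 CPM. Slc15a3, Cxcl2 and Gm42031 rose by 1.60, 1.46 and 1.31. The largest fall was in Hspa1a, from 62.8 CPM (interval 56.9 to 69.2) to 2.33 (interval 1.01 to 4.59), and the log2 change of Hspa1b was -2.34. Efcab8 had 0 UMIs in D5-DT and was at least 17.6-fold lower. The log2 change was -1.57 for Gm10076, whose reads can be shared with copies elsewhere, so this change is uncertain. The dissociation and circulation lists had medians of -0.76 and -0.25, at percentiles 0.00 and 0.21. Medians of the residency, T17 effector and TCR response lists were -0.15, 0.07 and 0.03, at percentiles 2.55, 74.9 and 47.2. The Scart1-like share was 87.5% in D5-DT and 76.1% at D5, and a changed mix was not tested for these genes and lists.

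In LN D5-DT, where 32 γδ T17-like cells were counted, Ltb4r1, S1pr1, Klf2 and Ccr2 were higher than at D5 by 1.05, 0.61, 0.48 and 0.40 on the log2 scale. Log2 changes were -1.98 for Tnf and -0.80 for Cd69, and the intervals overlapped for the other study genes apart from Il17a. Rom1 rose from 18.3 CPM (interval 13.7 to 24.1) to 96.8 (interval 59.1 to 149), and Srgap3, Ddit4 and AY036118 rose by 1.78, 1.77 and 1.63. Il22 and Rcn2 had 0 UMIs in D5-DT and were at least 3.43-fold and 2.97-fold lower. Pxdc1 was 16.0-fold lower on 2 UMIs (interval 4.39 to 132), Atf3 13.8-fold lower on 1 UMI (interval 2.44 to 547) and Areg 9.12-fold lower on 2 UMIs (interval 2.497 to 75.7). Medians were -1.26 for the dissociation list (percentile 0.00), -0.49 for T17 effector (percentile 0.19), -0.48 for residency (percentile 0.05) and -0.36 for TCR response (percentile 0.82). The T17 effector median was the same with its gene at 0 set to the floor. The circulation list had a median of 0.33, at percentile 95.8.

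The CITE-seq libraries asked which DC of the LN could meet γδ T cells, and 19543 cells were called in them. Mature DC-like cells made up 36.1% of conventional DC at D0 (295 of 818 cells, interval 32.8 to 39.5%), 68.8% at D5 (514 of 747 cells, interval 65.3 to 72.1%) and 84.6% at D19 (1119 of 1322 cells, interval 82.6 to 86.5%). A limit of 5% mitochondrial UMIs moved the difference between D19 and D0 most, from 48.6 to 25.8 percentage points. The cDC2-like cluster was led by genes of monocyte type, so the share rests on an uncertain denominator.

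CD301b+ cells were 12.9% of mature DC-like cells at D0 (38 of 295 cells, interval 9.28 to 17.2%), 9.73% at D5 (50 of 514 cells, interval 7.31 to 12.6%) and 15.2% at D19 (170 of 1119 cells, interval 13.1 to 17.4%). The share in B-like cells was 0.973%, 1.02% and 0.958%. The differences against D0 were -3.15 percentage points at D5 and 2.31 at D19, both with intervals that included 0. For D19 the interval excluded 0 in 4 of 8 alternatives, with differences of 5.71 points at a minimum of 1500 UMIs, 8.29 at the 95th percentile, 13.0 with a gate on antibody counts and 13.6 at the D0 threshold. It was -1.31 with a minimum of 500 UMIs, and the D5 difference was 0.25 with a gate on antibody counts. By antibody, 242 cDC2 and 158 cDC1 were counted at D0, 328 and 84 at D5, and 808 and 210 at D19, a ratio of 1.53, 3.90 and 3.85. The log2 ratio of D19 over D0 was 1.33 (interval 0.95 to 1.70). It ranged over 8 alternatives from 0.56 with a gate on antibody counts to 2.08 at 5% mitochondrial UMIs. Only 400 of 818 conventional DC at D0, 412 of 747 at D5 and 1018 of 1322 at D19 were called cDC1 or cDC2. The CD11b threshold was 0.533, 0.593 and 0.548 of a cell's antibody UMIs. The ratio therefore depends on which DC stayed unclassified.

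**Figure D4:**
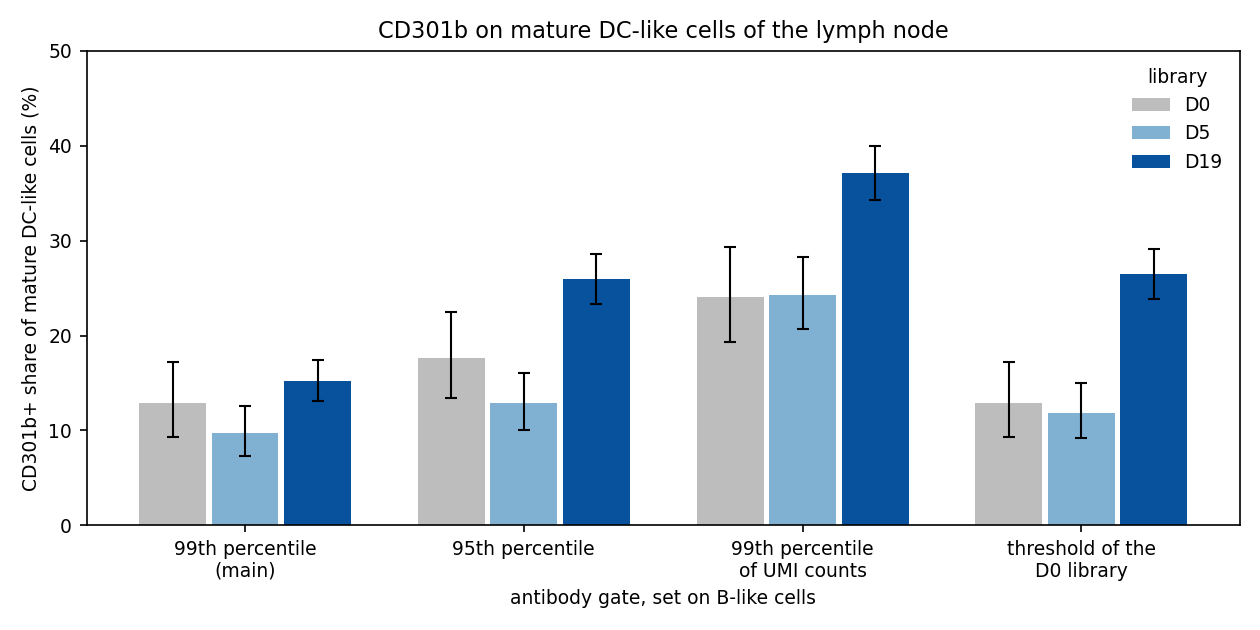
CD301b+ share of mature DC-like cells in percent (vertical axis) at D0, D5 and D19 for 4 antibody gates set on B-like cells (horizontal axis), with bars at the measured share and lines for exact 95% counting intervals. At D19 the share was 15.2% with the threshold of its own library and 26.5% with that of D0.

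In mature DC-like cells Icosl was counted at 202 CPM at D0 (interval 183 to 223), 365 at D5 (interval 347 to 385) and 356 at D19 (interval 340 to 372), against 81.6, 83.2 and 85.7 in B-like cells. Ccl17 was counted at 102, 157 and 388 CPM, with intervals that did not overlap. Cxcl16 was counted at 800, 724 and 860 CPM, Ccl22 at 440, 298 and 476, and Icam1 at 250, 238 and 162. Cd80 was counted at 12.7, 32.5 and 17.6 CPM and Cd86 at 53.3, 82.4 and 62.7. Mgl2 RNA had 0, 0 and 2 UMIs in mature DC-like cells and 30, 79 and 24 UMIs in cDC2-like cells. In cDC2-like cells this was 7.76 CPM at D0 (interval 5.23 to 11.1), 39.5 at D5 (interval 31.3 to 49.2) and 27.0 at D19 (interval 17.3 to 40.2).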

Values the study reported

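The study reported 19,338 cells in its lymph node CITE-seq data. It reported that the number of liver γδ T17 cells was reduced in D5-DT against D5 by 44% in the Scart1+ population and by 85% in the Scart2+ population.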

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

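The tests of the mix of Scart1-like and Scart2-like cells were chosen only after the result was seen, and the others here were not. Differences between liver and LN were not tested, since each condition had 1 arm per tissue, and a biological difference between the tissues stays open in each case.

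From D0 to D5 the TCR response list moved in opposite directions in the tissues, with an LN median higher than the liver median by 1.57 on the log2 scale. The same held for the dissociation list, by 0.93. In the LN the other γδ T cell clusters moved the same way as γδ T17-like cells. Their median was 0.74 for the TCR response list, outside the random lists in 6 of 6 clusters, and 0.48 for the dissociation list, outside them in 5 of 6. Handling that acted on each cell of an LN arm may therefore account for the rises there. In liver the other clusters had a median of -0.054 for the TCR response list, with values from -0.14 to 0.37. Of these, 3 of 5 were below 0 but 0 of 5 lay below the random lists, while γδ T17-like cells were at -0.56. This argues against handling that lowered the list equally in each cluster. A weaker or uneven effect of handling stays open, since the clusters went both ways. Those with the highest values had only 28 and 26 cells at D0. For the liver fall of the dissociation list the other clusters had a median of -0.12, with 2 of 6 below the random lists and 1 above them, at 0.38 (percentile 99.8). The clusters went both ways, so handling and a change in γδ T17-like cells cannot be told apart.

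Il17a in γδ T17-like cells was lower in D5-DT than at D5 in liver and higher in LN, and the log2 ratios differed by 0.66. Within Scart1-like and Scart2-like LN cells the higher of the ratios was 0.17, and neither interval excluded 0, so a changed mix of these cells may account for the LN rise, on 166 UMIs in D5-DT. In liver the ratio nearer to 0 was -0.23 and both intervals excluded 0. Within UMI counting error, this argues against the mix as the whole cause of the liver fall. These intervals leave out variation between cells. After thinning, the share of liver γδ T17-like cells with an Il17a UMI was 35.2% in D5-DT and 35.7% at D5. The D5-DT arms came from a pool of their own, so pool and depletion stay confounded.

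Cells outside the sort appeared in LN arms of the γδ T cell pools. Stromal-like cells were 23.2% of the cells of LN D19 (176 of 757), against 0 of 1368 at LN D0, which allows a share of up to 0.219%. Mature DC-like cells were 22.4% of LN STOP (164 of 732), against 3 of 1368 cells at LN D0. LN D0 came from another pool. In the pool of these arms, stromal-like cells were 3.14% of LN STOP (23 of 732) and mature DC-like cells were 5.68% of LN D19 (43 of 757). In LN D5-DT the shares were 2.71% and 3.68%. After thinning, 0.568% of the stromal-like cells and 1.83% of the mature DC-like cells had a Trdc UMI, against 60.3% and 70.1% of the γδ T cells of those arms, which argues against doublets with a γδ T cell. Carry-over in the sort was not tested, and no biological explanation was tested.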

How the results depend on the processing

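HTODemux at its defaults, the low-depth cluster counted as γδ T17, free RNA at the share set by naive cells, the gate on antibody counts and the D0 threshold were tests chosen only after the result was seen. Shares are given as differences in percentage points and Il17a as log2 ratios. The cause was not tested unless a test is given elsewhere in this section. Differences between tissues were not tested.

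Of 139 values of the designed results under alternatives, 87 stayed within the interval of the value reported, 36 moved in the same direction and 16 changed sign. Of 47 values of other results, 27 stayed, 16 moved in the same direction and 4 changed sign.

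With a minimum of 500 UMIs the liver Il17a ratio of D9 over D5 was 0.98, the Scart1-like share differed by 11.4 for D9 and 25.3 for D5-DT against D5, the CD301b+ share by -1.31 for D19 against D0, and the cDC2 to cDC1 log2 ratio was 1.72. With 1500 UMIs the Scart1-like differences were 10.8 for D9, 24.7 for D5-DT and 6.47 for STOP against D19, and the STOP Il17a ratio was 0.31. With at most 5% mitochondrial UMIs the Scart1-like differences were 11.4, 25.0 and 5.73, liver Il17a in D5-DT was -0.26, the liver γδ T17-like share in D5-DT was 6.28 above D5, and the cDC2 to cDC1 ratio was 2.08.

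With the hashtag ratio rule the Scart1-like differences were 11.4 for D9, 26.01 for D5-DT and 7.24 for STOP, liver Il17a in D5-DT was -0.31, and the D5-DT γδ T17-like share was 9.10 above D5 in liver and 2.199 above in LN. With HTODemux at its defaults the Scart1-like differences were 12.4, 26.8 and 14.002, the STOP Il17a ratio was 0.69, the LN share differed by -2.0001 for D5 against D0 and 2.09 for D5-DT against D5, and the LN Il17a ratio of D5 over D0 was -0.0096. Without the doublet score filter the Scart1-like differences were 5.53, 19.8 and 7.18. At a resolution of 0.5 they were 10.1 for D9 and 24.7 for D5-DT. That resolution gave a mature DC-like cluster but no cDC1-like or cDC2-like cluster, so it gave no mature share of DC, and its cDC2 to cDC1 log2 ratio, 1.55, covered mature DC-like cells alone.

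Gates per cell gave 3.95 for the liver share and 0.99 for liver Il17a of D5 against D0, 1.06 for Il17a of D9 over D5, 0.30 for STOP and -0.32 for D5-DT. Their Scart1-like differences were 2.93 for D9, 4.14 for D5-DT and 3.04 for STOP, and the D5-DT γδ T17-like share was 7.20 above D5 in liver and 2.08 above in LN. Subtraction of free RNA gave liver Il17a ratios of 1.04, 1.23, 0.50 and -0.51 for D5, D9, STOP and D5-DT. Its estimated share of free RNA was 45.3% in the liver D0, D5 and D9 pool and 13.3% in the D5-DT pool, where Il17a in naive cells allowed 2.28% and 9.56%. With each pool at the share that its naive cells allowed, the only designed Il17a value that moved was liver D5-DT, to -0.094. With the low-depth cluster counted, liver Il17a in D5-DT was -0.29 and the γδ T17-like share was 8.63 above D5 in liver and 1.72 above in LN.

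The antibody gate at the 95th percentile gave 8.29 for the CD301b+ share of D19 against D0. The gate on counts gave 13.0 for that, 0.25 for D5 against D0 and 0.56 for the cDC2 to cDC1 ratio. The D0 threshold gave 13.6 for D19.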

Other observations

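The tests of the mix of Scart1-like and Scart2-like cells, of free Il17a RNA, of the low-depth cluster and of the Scart2 gene were chosen only after the result was seen, as were the alternatives that count the low-depth cluster or use the D0 threshold.

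Il17a rose in liver γδ T17-like cells from D0 to D5 and from D5 to D9. The lowest log2 ratio within Scart1-like or Scart2-like cells over both steps was 0.39, beyond UMI counting error. This argues against a changed mix as the whole cause, although variation between cells was not covered. Naive γδ T-like cells of the pool held Il17a at 14.99 CPM, far below the smaller rise of 506 CPM, which argues against free RNA. Among 5 equal parts of the cells ranked by dissociation-list UMIs the lowest ratio was -0.26, in a part with 29 cells at D0, while the other 9 were positive. Stress of handling and a change in the cells cannot be told apart for the step from D0 to D5 because of that part. A change with the diet stays open as untested.

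The rise of Il17a in liver STOP over D19 was present in both Scart classes, with a lower log2 ratio of 0.19, which argues against the mix as the whole cause. It was present in each of 5 equal parts of the cells ranked by dissociation-list UMIs, with a lowest ratio of 0.10, which argues against handling stress as the whole cause. Both tests rest on intervals of UMI counting error, which leave out variation between cells. The higher dissociation list in STOP had a median of 0.19 over the other γδ T cell clusters, and 1 of 4 lay above the random lists, so handling of the arm cannot be told apart from a change in γδ T17-like cells. Recovery from the diet stays open as untested.

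The dissociation list was lower in D5-DT than at D5. In liver the other γδ T cell clusters had a median of -1.02, with 7 of 7 below the random lists, so handling of the whole arm or pool may account for the fall of Hspa1a and Hspa1b. In LN their median was -0.19, with 3 of 6 below the random lists, and the explanations cannot be told apart. The depletion itself stays open as untested, since no D5 arm shared the pool.

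The γδ T17-like share of LN γδ T cells was lower in D5-DT than at D5, but with the low-depth cluster counted as γδ T17 the difference was 1.72 percentage points. That cluster had a median of 1335 UMIs, against 3451 in γδ T17-like cells, and its leading genes held the Scart2 gene 5830411N06Rik along with haemoglobin genes. Shallow γδ T17 cells left unnamed may therefore account for the lower share, and no loss of γδ T17 cells can be read from it.

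The Scart1-like share was lower at D9 than at D5 only in the clustering used for the report. The 229 D5 cells that it called Scart1-like, and that a resolution of 0.5 called Scart2-like, held the Scart2 gene at 413 CPM. The level was 20.9 in cells called Scart1-like by both and 369 in cells called Scart2-like by both. Misplaced Scart2 cells at D5 may therefore account for the fall, and the Scart1-like share at D5 is likely too high in the report.

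With the 99th percentile gate per library the difference of the CD301b+ share of mature DC-like cells between D19 and D0 had an interval that included 0, but the share was 13.6 percentage points higher at D19 with the D0 threshold. Gates per library at the 95th percentile and on counts also gave a higher share at D19, by 8.29 and 13.0 points, so the result depended on the kind of gate as well as on the library that set it. B-like cells, which set the threshold, had a median of 24 antibody UMIs at D19 and 59 at D0. A threshold raised by low antibody depth may hide part of a difference, and a difference in staining between the libraries was not tested.

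Lymphocytes of the D19 CITE-seq library fell into clusters of their own, 3 of them with 92.4 to 95.1% of cells from D19. Of the 100 genes most raised in B-like cells at D19 against D0, 68.0% were raised by 0.5 log2 or more in CD8 T-like cells, against 4.12% of all genes compared. The D5 library, compared with D0 in the same way, gave 63.0% in CD4 T-like cells. Both comparisons share the D0 library, so a shift of D0 stays open as well. A B-like cluster had 98.7% of its cells from D0 (312 of 316), and its leading genes began with Hspa1a, Hspa1b, Dnajb1 and Hspb1. A shift of a whole library may contribute, but it does not tell why the D19 cells formed clusters, and DC genes of that library carry the same limit. A response of all lymphocytes to the diet stays open as untested.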
